A study of Homo sapiens with 4 samples. Its data were reported in "EML4-ALK-mediated activation of the JAK2-STAT pathway is critical for non-small cell lung cancer transformation" (2021).

How the data were processed

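Total RNA of 4 cell cultures was labelled and hybridised to Affymetrix Human Genome U133 Plus arrays, 1 array per culture. The groups, taken from the submitters' labels, were HEK293 with negative control, HEK293 with EML4-ALK variant 3, H2228 with negative control and H2228 with siRNA against EML4-ALK, each transfected for 48 hours. The labels describe 1 sample per group, so no spread between replicates could be computed, and the number of arrays limits the precision.

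The authors deposited 1 table of log2 expression values, with 1 value per probe set and array. The submitters' processing notes name RMA, a method that corrects the background, forces the arrays to one distribution and summarises the probes of a set. It is given without version or settings. The study's methods instead name the scanner maker's operating software for the raw data, so the 2 sources differ. The log2 scale was checked on the values, which lie between 1.08 and 14.3 with medians of 4.98 to 5.02 on the 4 arrays. RMA compresses folds of dim probe sets, and forcing arrays to one distribution removes any change in total RNA per cell. Quantities given as folds are therefore folds on this scale.

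The array holds 54675 probe sets, of which 62 are controls. Gene names came from the platform annotation, and older symbols were updated through the RefSeq gene table of assembly GRCh38.p14. Of 54613 other probe sets, 41091 had 1 gene symbol, 1801 had several and 11721 were unnamed here. The named ones cover 19775 genes, and probe sets with several symbols were not named. Results of some genes are not reported here. No genome or probe sequence was used, so no coordinates are given and the place of a probe set in its transcript is not known.

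A probe set entered a comparison where the higher of its 2 values was at or above the 40th percentile of all values of those arrays, which was 4.45 in H2228 and 4.48 in HEK293. A probe set could thus enter on 1 array alone, and its fold against a dim value is not firm. This left 34237 probe sets in H2228 and 33884 in HEK293. A gene was read at its brightest probe set with a single symbol, by mean value over the 4 arrays. Differences were treated minus control. Counts were made at 1.5-fold, the threshold that the study's text states for H2228, and at 2-fold, that of its methods. Positions 5′, middle and 3′ of ACTB, GAPDH and of RNAs added before labelling were read from control probe sets.

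There were 24 gene lists, covering the JAK-STAT genes named by the study, JAK-STAT components, STAT feedback and target genes, IL4-STAT6 targets, cytokines and chemokines, interferon-stimulated genes, NF-kB targets, ERK output genes, immediate early genes, DNA replication, mitosis, pro-apoptotic and anti-apoptotic genes, p53 targets, the unfolded protein response and ATF4, heat shock, epithelial and mesenchymal genes, cholesterol synthesis, hypoxia and glycolysis, lung adenocarcinoma markers, HEK293 markers, reference genes and histone genes. The median difference of a list was placed among 10000 random lists of equal size drawn from 20 bins of mean expression. Lists, thresholds and the rule for named genes were chosen before the data were examined. The rule took ALK and EML4, the JAK-STAT genes named by the study, the 12 largest rises and 12 largest falls among measured genes whose other measured probe sets all went the same way, and up to 4 members of each list with the largest change. Genes named outside this rule are marked as such.

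The scripts were tested on simulated data in which 15433 genes in H2228 and 14643 in HEK293 were given the spread of the real differences. Of genes changed 1.5-fold, 52% were recovered in H2228 and 48% in HEK293, and of genes changed 2-fold, 92% and 98%. Of 200 simulated lists of 20 genes without change, 5.5% stood apart in H2228 and 7.5% in HEK293. With each gene shifted by 0.3, 84.5% and 96.5% did.

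Alternatives were no filter, a filter at the 60th percentile, median centring, a loess correction on mean value with a span of 0.3, leaving out probe sets whose names end in _x_at or _s_at because these may match several transcripts, the mean over a gene's probe sets in place of the brightest, and a 2-fold threshold. Offsets for linear values were not run because the values are log2. The mean over a gene's probe sets included dim ones. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.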

Results

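Gene expression was profiled in 2 human cell lines in which the oncogenic fusion EML4-ALK was either raised or lowered. The fusion joins the amino-terminal part of EML4, a microtubule-binding protein, to the kinase domain of ALK, a receptor tyrosine kinase, and drives a subset of lung cancers. H2228 is a lung adenocarcinoma line that carries the fusion, and it was transfected with siRNA against EML4-ALK or with a negative control. HEK293 is a line derived from human embryonic kidney, and it was transfected with a plasmid for EML4-ALK variant 3 or with a negative control. The paper describes this control as empty vector. RNA was taken after 48 hours and hybridised to Affymetrix expression arrays, on which each gene is read by 1 or more probe sets. There were 4 arrays in all, 1 in each of the 4 groups, and their number limits the precision. No difference below has a replicate check, so no test or p-value was possible. A gene is said to have risen, fallen or changed where the treated and control arrays differed by at least 1.5-fold, and differences are given as treated minus control on the log2 scale.

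The arrays carried the marks of the cell lines they were labelled with. Of 11 lung adenocarcinoma markers, 9 were at least 2-fold higher in H2228 control than in HEK293 control, with a median difference of 5.64. Of 7 genes of kidney development and embryonic or neural cells used as HEK293 markers, 5 were at least 2-fold higher in HEK293, with a median difference of -2.31. Across probe sets, Pearson's r was 0.986 between both H2228 arrays and 0.992 between both HEK293 arrays, against 0.83 to 0.84 between the lines. Probe sets are not independent replicates, so these values only describe the arrays. RNAs added before labelling read 4.14-fold higher on average in H2228 control than in HEK293 control, with a mean difference of 2.05 over 12 probe sets (SD 0.98). Whether the amount of RNA added or the labelling differed between the lines was not tested. Levels are compared between the lines only for the markers above and in a test for mixed samples. On the H2228 siRNA array the signal of control probe sets fell off towards the 5′ end of the transcript. The 5′ probe sets of ACTB and GAPDH were lower than in H2228 control by -0.72 and -0.61, against -0.08 and -0.19 at the 3′ end. The added RNAs dap and thr showed the same fall-off and lys and phe did not. In HEK293 the 5′ differences of ACTB and GAPDH were -0.18 and -0.17.

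**Figure D1:**
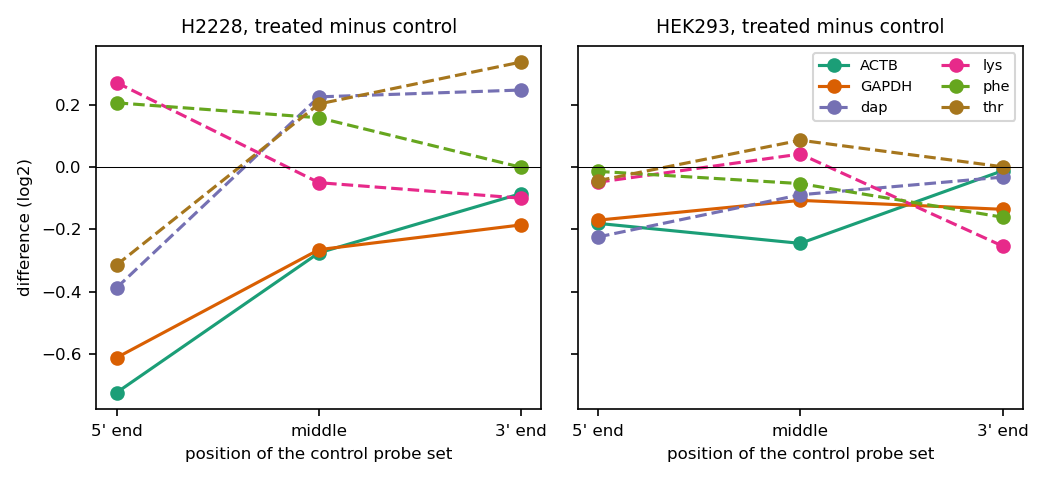
Differences between the treated and control array (log2, vertical axis) of control probe sets at the 5′ end, middle and 3′ end of 6 transcripts (horizontal axis), in H2228 on the left and HEK293 on the right. Solid lines are the cells' own ACTB and GAPDH and dashed lines are RNAs added before labelling; in H2228 the 5′ difference of ACTB was -0.72 and that of thr was -0.31.

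The fusion partners were read first, because they check the labels. In HEK293, 1 of the 2 ALK probe sets went from 4.26 to 12.76 with the plasmid and 1 of the 7 EML4 probe sets from 6.03 to 13.25, which are 361-fold and 149-fold on the array scale, though the ALK control value lies under the filter limit. The other ALK probe set read 5.66 and 5.39 in HEK293, and the brightest EML4 probe set read 9.91 and 9.83. In H2228, the ALK probe set that did not respond in HEK293 fell 4.54-fold with siRNA, to 5.82, while the one that did respond there was dim on both arrays, at 5.76 and 5.39. The brightest EML4 probe set fell 4.65-fold in H2228, and others fell 3.58-fold and 2.39-fold without a rise in HEK293. The EML4 probe set that rose 149-fold in HEK293 fell 2.01-fold. A further EML4 probe set differed by -0.52 in H2228 and by 0.75 in HEK293. The last 2 EML4 probe sets differed by 0.01 and 0.55 in H2228 and by -0.05 and -0.42 in HEK293. At the probe sets that moved most, both genes thus went in the direction of the labels in both lines. Positions of these probe sets in the transcripts were not used here, so which part of the fusion each one reads is not known from the table.

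**Figure D2:**
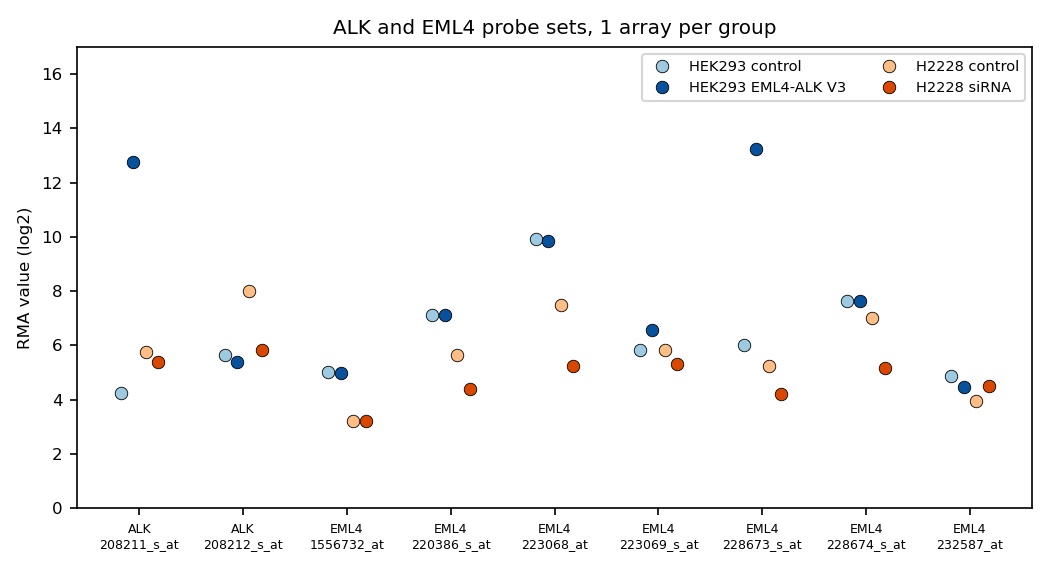
Values (log2, vertical axis) of the 2 ALK and 7 EML4 probe sets (horizontal axis) on the 4 arrays, 1 point per array. With the plasmid in HEK293, 1 ALK and 1 EML4 probe set reach 12.76 and 13.25, and with siRNA in H2228 the other ALK probe set falls to 5.82.

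To ask which genes change when the fusion is lowered in a lung cancer line, siRNA-treated H2228 cells were compared with their control. Genes of DNA replication and mitosis were lower after siRNA, as were chemokines, NF-kB targets and genes induced by ERK signalling. Genes of epithelial junctions and identity and histone genes were higher. Of 15433 genes measured, 1253 rose and 916 fell. Counted over 34237 probe sets, 2500 rose and 2225 fell, which together make 13.8%. At 2-fold, 296 genes rose and 193 fell. Of 1030 changed genes with a further measured probe set, all their other probe sets went the same way in 68.5%. In simulated data with the spread of these differences, 9.43% of unchanged genes passed 1.5-fold. That spread includes any real change, so the share is not an error rate of these arrays. Without replicates, a single gene near the threshold is weak evidence. The siRNA array had also lost 5′ signal, which bears on the falls below.

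The genes with the largest rises in H2228 included KRT4, a keratin of stratified epithelium, which went from 5.51 to 9.70, an 18.3-fold rise. The histone deacetylase gene HDAC9 rose 5.41-fold, and PARD3B, SLC46A3 and SCG5 rose between 4.23-fold and 4.85-fold. COL4A4 and COL4A3, which encode chains of basement membrane collagen, reached 7.32 and 5.40 after siRNA, and GRHL1, a transcription factor of epithelial differentiation, reached 6.31, with RGCC at 6.25 and GASK1B at 5.74. These 5 genes lay under the filter limit of 4.45 in the control, so the sizes of their rises are not firm. The largest fall was that of S100A8, a calcium-binding protein of inflamed epithelium and myeloid cells, which went from 9.18 to 5.78, a 10.5-fold fall. CST1, NPTX1, FCGBP and THBS2 fell between 5.50-fold and 5.64-fold. The chemokine genes CCL2 and CXCL8 fell 4.85-fold and 3.88-fold, IL17RD, a feedback gene of receptor tyrosine kinase signalling, fell from 6.25 to below the filter limit, and TNC, which encodes the matrix protein tenascin C, fell 3.98-fold. With all probe sets of a gene averaged, dim ones included, the difference was 2.67 for KRT4, 1.74 for COL4A4, 1.63 for GASK1B, 1.51 for GRHL1, 0.68 for RGCC, 0.67 for HDAC9, -1.41 for IL17RD and -1.99 for S100A8. It was under 1.5-fold for COL4A3 at 0.54, PARD3B at 0.38 and TNC at -0.35.

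Gene lists fixed beforehand were described by their median difference, set against 10000 random lists of the same size and expression level. A list is said to stand apart where its median lay outside the central 95% of these random medians. In H2228, 3 of 24 lists stood apart as higher and 8 as lower, where genes that vary independently would give 1.2 in all. Genes of a list can vary together and some lists share members, so more lists may stand apart without an effect of the treatment. The counts describe these arrays and are not a test of the treatment.

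Cell division genes made up the broadest fall in H2228. Of 26 DNA replication genes, 16 fell and none rose, with a median of -0.62 that lay below all 10000 random lists. CDC6, which loads the replicative helicase, went from 7.08 to 5.66, and the helicase genes MCM2 and MCM5 fell 2.26-fold and 2.22-fold. Of 28 mitosis genes, 15 fell and none rose, with a median of -0.61, also below all random lists. BIRC5, which encodes the mitotic and anti-apoptotic protein survivin, fell 2.94-fold, CDK1 fell 2.18-fold and CDC20 fell 1.96-fold. AURKA fell 2.61-fold at its brightest probe set, with a mean over its probe sets of -0.75. Of 8 replication-dependent histone genes, 4 rose and none fell, with a median of 0.61 above all random lists. These were H2BC5, H2BC4, H2AC6 and H4C8, with rises between 1.74-fold and 2.36-fold.

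Inflammatory and ERK-linked genes fell as well in H2228. Among 19 cytokine and chemokine genes, 8 fell and only IL18 rose, with a median of -0.46 below all random lists. IL1B fell by 1.32 and CXCL2 fell 2.69-fold, the latter with a mean over its probe sets of -0.54. Of 17 NF-kB targets, 8 fell and none rose, with a median of -0.50 below all random lists. CCL20 and IL6 fell 2.42-fold and 2.17-fold. Of these falls CXCL8, CXCL2, CXCL1, CCL20 and IL6 belong to both lists. Of 21 ERK output genes, which are feedback and target genes of that kinase pathway, 8 fell and none rose, with a median of -0.38 below all random lists. The phosphatase gene DUSP6 fell 2.33-fold, ETV5 fell 1.98-fold and PHLDA1 fell 2.01-fold. ETV1 fell 2.40-fold, with a mean over its probe sets of -0.83. The immediate early genes, which respond within an hour to growth factors and stress, went the other way. Of these 23 genes, 5 rose, namely CCN2, DUSP1, CCN1, KLF6 and JUN, and FOSL1 fell. Their median of 0.27 lay at percentile 99.79, but at 81.9 with probe sets averaged and at 77.7 without probe sets that may match several transcripts. CCN2 and CCN1 rose 2.54-fold and 1.98-fold. The mean over probe sets was 0.40 for DUSP1 and 0.56 for KLF6.

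Of 20 epithelial genes in H2228, 10 rose and none fell, with a median of 0.55 above all random lists. GRHL2 rose from below the filter limit to 5.49, RAB25 rose 2.64-fold, and the junction genes CDH1 and OCLN, which encode E-cadherin and occludin, rose 2.49-fold and 2.29-fold. For CDH1 the mean over probe sets was 0.71. The call was lost without probe sets that may match several transcripts, where the median was 0.20 at percentile 93.5. Of 17 mesenchymal genes, S100A4 fell 3.86-fold and MMP2 fell 1.71-fold, and the median of -0.15 did not stand apart. For MMP2 the mean over probe sets was -0.41. Of 19 p53 targets, 4 fell, namely MDM2, SESN1, AEN and CDKN1A, and none rose, with a median of -0.30 at percentile 0.15. For MDM2 the mean over probe sets was -0.07, and the list's call was lost at percentile 4.14 without probe sets that may match several transcripts. Among 15 pro-apoptotic genes, the BH3-only genes BMF and BCL2L11 rose 2.14-fold and 1.61-fold and APAF1 rose 1.55-fold, while none fell. The median of this list was nevertheless -0.21 at percentile 2.19, and the mean over probe sets was 0.45 for BCL2L11 and 0.16 for APAF1. The list's call was lost under 3 alternatives, among them probe sets averaged, with percentile 13.7. Of 9 anti-apoptotic genes, BIRC5 and BCL2A1 fell, and the median of -0.07 did not stand apart.

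The JAK-STAT pathway, the focus of the study, carries cytokine signals from receptors through JAK kinases to STAT transcription factors. The genes of this pathway that the study named were chosen on these arrays, so their direction here is not independent evidence. The paper also reports real-time PCR, which it describes as bearing out the HEK293 rises of these genes other than MAF and IL4. For H2228, it describes PCR as bearing out the array results of genes tied to STAT6 in earlier reports. Those PCR values were not examined here. Of 9 genes named by the study and measured in H2228, IL6R rose 3.08-fold, MAF rose 2.43-fold and SOCS3 fell 1.84-fold. Differences were -0.32 for IL4R, -0.44 for LIF, -0.17 for IL24, -0.08 for IL11, -0.19 for IL15RA and -0.01 for OSMR, and IL4 was too dim to be measured. The median was -0.17 at percentile 8.87. SOCS3 differed by -0.36 and -0.20 at its other measured probe sets, and the mean over probe sets was -0.33 for SOCS3 and 0.40 for MAF. Of 21 STAT feedback and target genes, BIRC5, SOCS1, SOCS3 and SOCS2 fell and BCL6 rose, with a median of -0.08 at percentile 14.8. The SOCS genes encode feedback inhibitors of cytokine signalling, and SOCS1 had a mean over its probe sets of -0.45. Of 32 JAK-STAT components, IL6R, LIFR and JAK3 rose and IL13RA1 fell, with a median of 0.06 at percentile 74.3. The mean over probe sets was 0.34 for LIFR and 0.11 for JAK3. Of 12 targets of IL4 and STAT6, MAF, GATA3 and BCL6 rose and SOCS1, CCL26 and TGM2 fell, with a median of 0.01 at percentile 49.2. The mean over probe sets was 0.46 for GATA3, whose other measured probe set differed by -0.12, and 0.40 for BCL6. None of these 4 lists stood apart in H2228.

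Of the remaining lists in H2228, only that of cholesterol synthesis genes stood apart, as lower. The median of 17 cholesterol synthesis genes was -0.25 at percentile 0.74, with ACAT2, EBP and MSMO1 lower and SC5D higher, but at percentile 4.37 with probe sets averaged, where EBP was at -0.47. Medians inside the central range were 0.02 for 28 interferon-stimulated genes, -0.08 for 20 genes of the unfolded protein response and ATF4, 0.08 for 9 heat shock genes, -0.05 for 20 hypoxia and glycolysis genes, -0.15 for 11 lung adenocarcinoma markers and -0.18 for 5 HEK293 markers. The hypoxia and glycolysis list stood apart as lower without probe sets that may match several transcripts, with a median of -0.24 at percentile 1.24. Of 10 reference genes none changed, with a median of -0.12. IL18, CXCL1, BCL6, TGM2, JUN and FOSL1 were named after their values were seen, to complete small counts or overlaps.

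The second comparison asked which genes respond when the fusion is put into cells without it. In HEK293 with EML4-ALK, feedback genes of STAT and ERK signalling, immediate early genes and cytokine genes were higher, and some interferon-stimulated and cholesterol synthesis genes were lower. Of 14643 genes measured, 512 rose and 180 fell. Counted over 33884 probe sets, 1176 rose and 582 fell, which together make 5.19%. At 2-fold, 152 genes rose and 9 fell. Of 316 changed genes with a further measured probe set, all their other probe sets went the same way in 71.2%. In simulated data with the spread of these differences, 2.20% of unchanged genes passed 1.5-fold, which likewise is not an error rate.

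Apart from ALK and EML4 themselves, the largest rise in HEK293 among the genes chosen by rule was that of SOCS3, which went from 3.32 to 9.23 at its brightest probe set. Its other measured probe sets rose by 1.44 and differed by 0.34, and the mean over all its probe sets was 1.92. HSPA6, a strictly inducible heat shock protein, rose 35.5-fold. SPINK1, a secreted trypsin inhibitor, reached 8.41, the matrix metalloproteinase genes MMP1 and MMP10 reached 6.59 and 7.40, and ARL14 reached 6.83. These 4 genes and SOCS3 lay under the filter limit of 4.48 in the control, so the sizes of their rises are not firm. MAFF rose 19.4-fold and the early growth response gene EGR1 went from 8.33 to 12.16, a 14.2-fold rise. GCNA, TFPI2 and JUNB rose between 9.01-fold and 25.1-fold. Falls were smaller. SPATC1L fell from 5.34 to below the filter limit, CHKB-DT fell 2.53-fold, and the interferon-stimulated genes IFIT1 and IFI44 fell 2.44-fold and 2.24-fold. The mean over probe sets was -0.76 for CHKB-DT and -0.53 for IFI44.

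Of 24 lists, 7 stood apart as higher in HEK293 and 2 as lower, where genes that vary independently would give 1.2 in all. The list of genes named by the study is 1 of the 7, and it was chosen on these arrays. Of the 9 JAK-STAT genes named by the study and measured here, 7 rose and none fell, with a median of 1.04 above all random lists. IL24 rose from 4.31, under the filter limit, to 6.74, the oncostatin M receptor gene OSMR rose 2.94-fold, IL15RA rose 2.36-fold, IL4R rose 2.05-fold, LIF rose 2.03-fold and IL6R rose 1.94-fold. IL11 differed by 0.30 at its brightest probe set and by 2.85 at a dimmer one, with a mean of 1.57, so its probe sets disagree. MAF differed by -0.06 at its brightest probe set and by 0.53 and -0.24 at its other measured probe sets, all under 1.5-fold. IL4 was too dim to be measured on both arrays, at 3.02 and 2.95. Of 21 STAT feedback and target genes, 6 rose and none fell, with a median of 0.29 above all random lists. JUNB, FOS and IRF1 rose 9.01-fold, 8.47-fold and 2.33-fold. Among 30 JAK-STAT components, the receptor genes OSMR, IL15RA, IL4R and IL6R rose and none fell, and the median of 0.09 lay at percentile 95.7. It stood apart only without probe sets that may match several transcripts, at percentile 99.7. Of 8 targets of IL4 and STAT6, IL4R alone rose, and the median of 0.13 lay at percentile 89.9. With probe sets averaged this list stood apart at percentile 99.6, as it did with no filter and without probe sets that may match several transcripts. STAT6 itself read 6.22 and 6.27 in HEK293. The paper describes HEK293 as not expressing STAT6, yet also reports more phosphorylated STAT6 there with EML4-ALK. Whether these 2 values reflect STAT6 transcript or background was not tested.

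Genes downstream of ERK rose broadly in HEK293. Of 21 ERK output genes, 15 rose and none fell, with a median of 0.97 above all random lists. EGR3 and IER3 rose 6.54-fold and 5.33-fold. Of 23 immediate early genes, 16 rose and none fell, with a median of 1.03 above all random lists. EGR1, EGR3, FOS, FOSL1 and IER3 belong to both lists. Of 15 cytokine and chemokine genes, 6 rose and none fell, with a median of 0.40 at percentile 99.99. CXCL8 rose 3.21-fold. CCL2 and CXCL2 rose from under the filter limit to 6.80 and 5.25, and CXCL2 had a mean over its probe sets of 0.44. Of 15 NF-kB targets, CXCL8, CXCL2 and IRF1 rose, and the median of 0.15 at percentile 95.8 did not stand apart. It did with probe sets averaged, at percentile 99.95, and with the stricter filter, with a median of 0.34 at percentile 99.79. Of 18 p53 targets, 5 rose and none fell, with a median of 0.49 above all random lists. GDF15, a stress-induced cytokine, rose from under the filter limit to 6.88, with a mean over its probe sets of 1.09. CDKN1A, which encodes a cell cycle inhibitor, rose 2.20-fold, AEN and TIGAR rose 1.89-fold and 1.74-fold, and PHLDA3, named after its value was seen, was the fifth, with a mean over its probe sets of 0.40. The list did not stand apart without probe sets that may match several transcripts, at percentile 93.8. Of 9 heat shock genes, HSPA6, HSPH1, BAG3 and DNAJB1 rose, with a median of 0.38 at percentile 99.98. HSPH1, BAG3 and DNAJB1 rose between 1.58-fold and 1.71-fold.

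Of 25 interferon-stimulated genes in HEK293, 6 fell and ISG20 rose, with a median of -0.14 at percentile 2.005. IFIT1, IFI44 and BST2 were among the 6. The call was lost in 3 alternatives, with percentiles between 3.18 and 3.52. Of 17 cholesterol synthesis genes, SQLE and IDI1 fell and none rose, with a median of -0.30 below all random lists. The mean over probe sets was -0.45 for SQLE and -0.29 for IDI1, both under 1.5-fold. None of 26 DNA replication genes and none of 29 mitosis genes changed in HEK293, with medians of -0.03 and -0.04. Medians inside the central range were 0.15 for 15 pro-apoptotic genes, 0.14 for 8 anti-apoptotic genes, 0.11 for 20 genes of the unfolded protein response and ATF4, -0.02 for 18 epithelial genes, 0.03 for 18 mesenchymal genes and -0.05 for 20 hypoxia and glycolysis genes. They were -0.00 for 8 lung adenocarcinoma markers, -0.06 for 7 HEK293 markers, 0.02 for 10 reference genes and 0.01 for 8 histone genes. The hypoxia and glycolysis list stood apart as lower without probe sets that may match several transcripts, at -0.25 and percentile 0.39, and the histone list as higher with the stricter filter, at 0.32 and percentile 97.97.

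**Figure D3:**
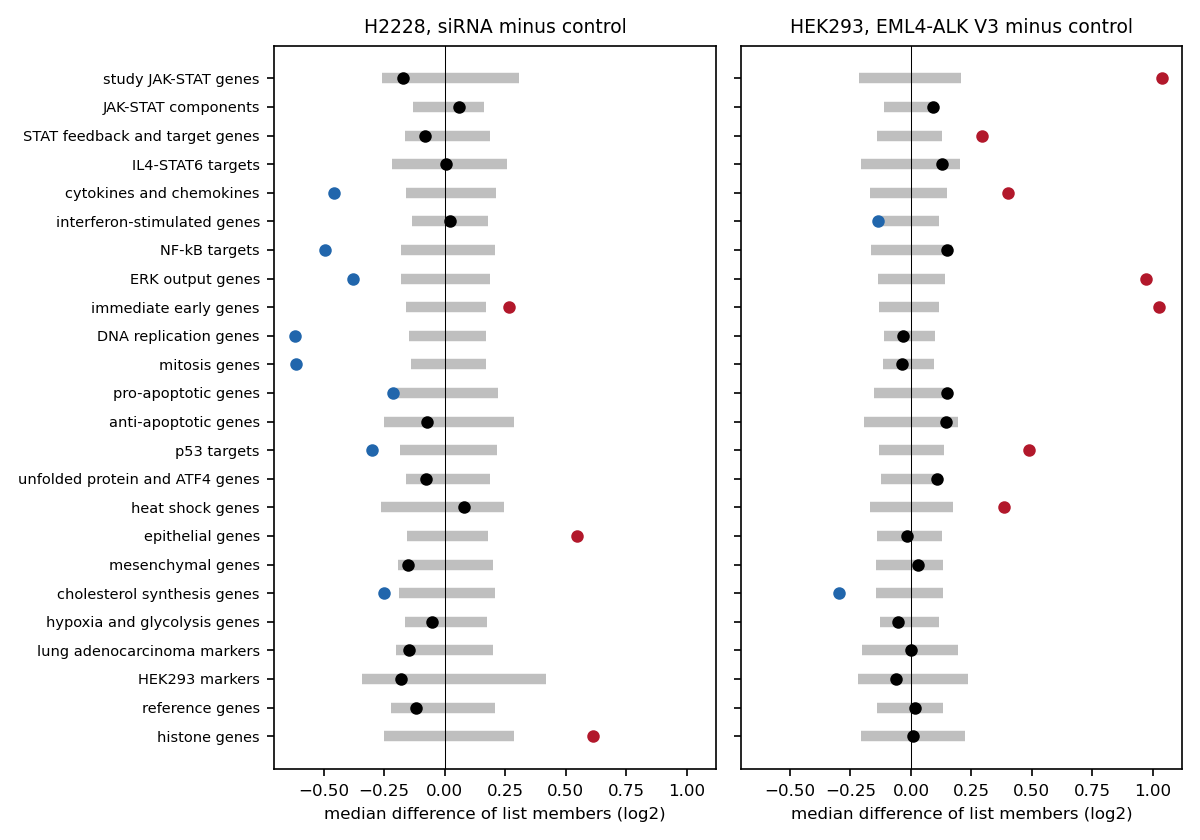
Median difference of each gene list (log2, horizontal axis) in H2228 on the left and HEK293 on the right; grey bars span the central 95% of medians of 10000 random lists, and red, blue and black points are lists that stood apart as higher, as lower or not at all. DNA replication genes lie at -0.62 in H2228 and -0.03 in HEK293, and ERK output genes at -0.38 and 0.97.

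Because one line lost the fusion and the other gained it, genes that follow its level would move in opposite directions. Of 13995 genes measured in both comparisons, 66 rose in HEK293 and fell in H2228, where lists independent of each other would share 25.2. Another 29 fell in HEK293 and rose in H2228, against 11.0. Genes that went the same way were 41 higher in both, against 34.1, and 8 lower in both, against 8.15. At 2-fold, 12 genes rose in HEK293 and fell in H2228, against 1.25, and 5 rose in both, against 2.09. The 2 comparisons share no array. Across these genes Pearson's r was -0.11 and Spearman's rho -0.10, and genes are not independent replicates. CCL2 differed by 2.90 in HEK293 and -2.28 in H2228, TNC by 1.95 and -1.99, and ARL14 by 3.17 and -1.71. CXCL8 differed by 1.68 and -1.96, and DUSP6 by 2.22 and -1.22. PHLDA1 rose by 2.31 in HEK293 and fell 2.01-fold in H2228. SOCS3 differed by 5.91 and -0.88. CCL2, ARL14 and SOCS3 lay under the filter limit in HEK293 control, and with probe sets averaged TNC and SOCS3 were at -0.35 and -0.33 in H2228, so neither was opposed in that setting, and in HEK293 TNC was at 0.99 and PHLDA1 at 1.27. CCN2 rose in both, by 2.03 in HEK293 and 1.35 in H2228, and so did RGCC, IL6R and TFPI2, with a mean over probe sets of 0.57 for RGCC in HEK293. With probe sets averaged, 57 genes moved in opposite ways in place of 95, against 17.1 for independent lists.

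**Figure D4:**
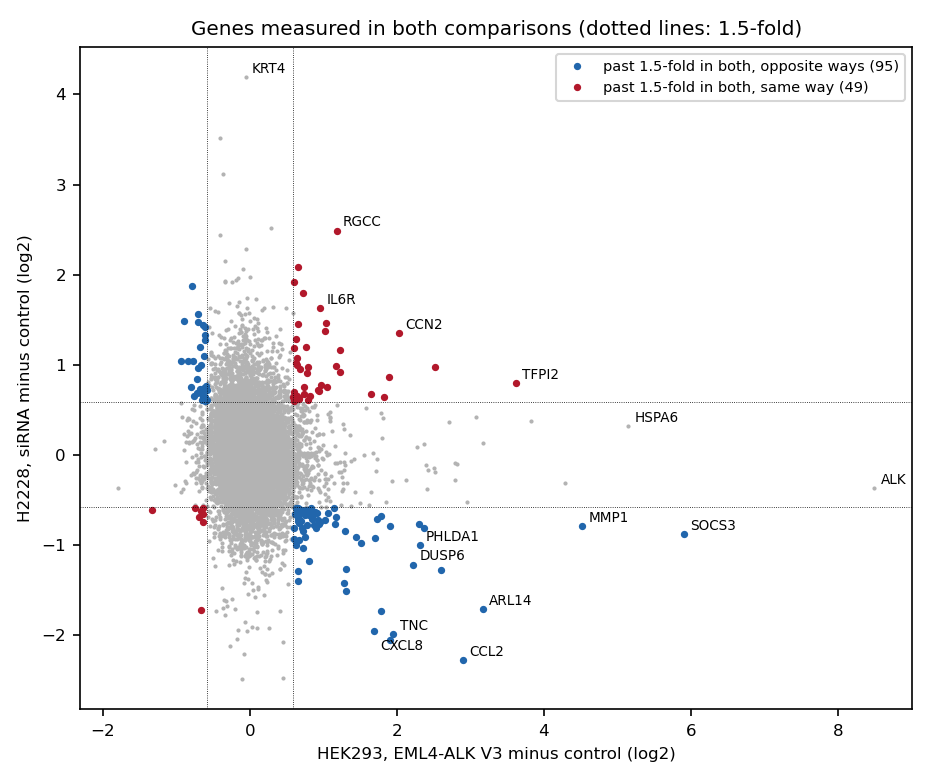
Difference in H2228 (siRNA minus control, log2, vertical axis) against the difference in HEK293 (EML4-ALK minus control, log2, horizontal axis), 1 point per gene for 13995 genes; dotted lines mark 1.5-fold. Blue points are the 95 genes past 1.5-fold in opposite ways and red points the 49 past it in the same way.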

Values the study reported

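The study reported 800 genes changed at least 1.5-fold in either direction when EML4-ALK was knocked down in H2228 cells. In HEK293 cells given EML4-ALK variant 3, it reported 241 genes with higher expression and 21 with lower expression.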

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

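All tests in this part were chosen after the results they bear on had been seen. With EML4-ALK lowered in H2228 and raised in HEK293, a gene that follows the fusion would move in opposite ways, as 95 genes did against 36.2 for independent lists. Another 41 genes rose in both lines and 8 fell in both, near the 34.1 and 8.15 of independent lists. Listed here are the lists that stood apart the same way in both lines, and of these genes those among the largest changes of either line or named by the study. None of these differences between the lines was tested, since each rests on 1 array per group. Immediate early genes had a median of 0.27 in H2228 and 1.03 in HEK293. Cholesterol synthesis genes had a median of -0.25 in H2228 and -0.30 in HEK293. IL6R, a receptor gene of the JAK-STAT pathway, rose by 1.62 in H2228 and by 0.96 in HEK293. RGCC rose by 2.49 and 1.18, SCG5 by 2.08 and 0.66, and TFPI2, an inhibitor of coagulation proteases, by 0.79 and 3.62 in H2228 and HEK293. CHKB-DT, an antisense transcript, had differences of -0.61 and -1.34. With probe sets averaged, CHKB-DT was at -0.01 in H2228 and RGCC at 0.57 in HEK293.

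The immediate early list had a higher median in both lines, with 5 of 23 genes risen in H2228 and 16 in HEK293, while the median of the ERK list was -0.38 in H2228 and 0.97 in HEK293. Handling or stress of the treated culture could lift immediate early genes whichever way the fusion went, and the 18 immediate early genes outside the ERK list lay at percentile 97.93 in H2228. This stays open, because the percentile was 73.8 with probe sets averaged and 71.1 without probe sets that may match several transcripts. A general heat shock stays open too. In H2228 the heat shock list lay at percentile 74.7 with none of 9 genes past 1.5-fold, but its median of 0.08 was below that of the immediate early list by less than the SD of its members, 0.23. In HEK293 it lay at percentile 99.98 with 4 of 9 genes risen and HSPA6 higher by 5.15. The 16 ERK genes outside the immediate early list had a median of -0.57 in H2228, where 7 fell and none rose, and 0.79 in HEK293, but they were picked after the whole list had been seen, so an effect of the fusion on ERK output stays open.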

How the results depend on the processing

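No paired analysis was possible because each group holds 1 array, and for the same reason no array could be left out. No list that stood apart reversed its direction in an alternative, and no named gene past 1.5-fold did under median centring, loess or averaging of probe sets, the only alternatives run for genes. All alternatives were planned, except that averaging for 37 values of genes outside the naming rule was chosen after seeing the data; 12 of these moved by more than the spread and none reversed. The counts of changed probe sets stayed within 1.5 times without a filter, with the stricter filter, with median centring and with loess. In H2228 the 4725 became 3086 without probe sets that may match several transcripts, 2169 per gene at the brightest probe set, 1411 per gene with probe sets averaged and 1002 at 2-fold; in HEK293 the 1758 became 1166, 692, 437 and 314. Fewer items are counted per gene and without those probe sets, and fewer pass a higher threshold, but the cause of the further drop with averaging was not tested. The 95 genes moving in opposite ways became 57 with probe sets averaged and 12 at 2-fold. In H2228, averaging moved the median of JAK-STAT components to -0.026 and of IL4-STAT6 targets to -0.15, both of which changed sign but did not stand apart in either setting. In HEK293, it moved the JAK-STAT genes named by the study to 1.24 and IL4-STAT6 targets to 0.23. Without probe sets that may match several transcripts, the HEK293 medians were 1.30 for the genes named by the study, 0.16 for JAK-STAT components, 0.47 for STAT feedback genes and 0.41 for IL4-STAT6 targets, and with no filter that of STAT feedback genes was 0.38. The cause of these shifts was not tested. Of 287 list medians under alternatives, 239 moved by less than the spread of random lists, and of 668 values of named genes, 605 moved by less than the spread of single-gene differences; the other 63 all came from averaging. Of 20 calls that a list stood apart, 7 were lost in at least 1 alternative, and 6 lists stood apart only in an alternative. Dim probe sets limit all counts, since RMA compresses their folds.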

Other observations

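The following families were grouped by gene symbol after their values had been seen, 13 in all, and all tests in this part but that on loss of 5′ signal were also chosen afterwards. In H2228, S100 genes, which encode small calcium-binding proteins, were lower after siRNA. Of 15 measured, 8 fell, with a median of -0.61 below all random lists, which was -0.65 after loess. Beside S100A8 these included S100A9, from 10.77 to 9.28, and S100A4, from 11.49 to 9.54, while S100A14 rose by 0.66. Pregnancy-specific glycoprotein genes went up, with 6 of 9 higher and a median of 0.66 at percentile 99.99, or 0.65 after loess. PSG3 rose by 1.67 and PSG9 by 1.37 (0.90 with probe sets averaged), but these genes are near-identical copies whose probe sets may share targets (percentile 100 with probe sets averaged). The salivary cystatin genes CST1, CST4 and CST2, likewise close copies, fell 5.64-fold, 3.77-fold and 2.36-fold, while the other 6 of 9 cystatin genes measured did not change, and the median lay at percentile 4.67 (46.8 with probe sets averaged). Type IV collagen genes split, with COL4A3 and COL4A4 higher and COL4A5 and COL4A6 lower by -0.62 and -1.61 (-0.46 and -0.61 with probe sets averaged), and the median of the 6 measured lay at percentile 19.8. Of 26 keratin genes, KRT4 and KRT1 rose, the latter by 0.76, and KRT13 and KRT15 fell by 1.55 and 1.41. The keratin median was -0.16 at percentile 1.55. COL4A6 and KRT13 after siRNA and KRT1 in the control lay under the filter limit, so the sizes of these differences are not firm.

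In HEK293, GADD45B, a stress-response gene, rose by 2.52 and GADD45G by 0.79, and both also rose in H2228, by 0.97 and 0.60. RGS4, which shuts off G protein signalling, rose by 3.07 in HEK293. Of 14 RGS genes measured there, 12 did not change. Their median of 0.07 lay at percentile 83.9 (98.6 with probe sets averaged). SERPINB8, SERPINB9 and SERPINB1 rose by 2.37, 1.25 and 0.93 in HEK293, and SERPINB8 fell by 0.81 in H2228. With probe sets averaged these were 1.19, 0.73 and 0.58 in HEK293, the last under 1.5-fold, and -0.46 in H2228. SERPINB8 lay under the filter limit in HEK293 control, so the size of its rise there is not firm.

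Replication and mitosis genes were lower on the siRNA array of H2228, which also lost 5′ signal. If that loss were the source, the least lowered of a gene's several probe sets should lie near the 3′ controls, the lowest of which differed by -0.19. Over 31 replication and mitosis genes with several probe sets, the median of the least lowered one was -0.36. The bootstrap 95% interval went from -0.61 to -0.24, below these controls. The prediction needs a probe set near the 3′ end of each gene, and the place of probe sets is not known here. Loss of 5′ signal therefore stays open. Intensity-dependent scaling would move genes of the same mean value alike. It was argued against, since the replication and mitosis lists lay at percentile 0 of random lists matched on mean value. A lower rate of division with less EML4-ALK stays open as a hypothesis. The paper reports lower viability and less DNA replication in H2228 cells after EML4-ALK knockdown, from assays other than these arrays. An effect of this siRNA on transcripts other than the fusion was not tested.

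Of the 152 genes that rose 2-fold in HEK293, 59 were at least 4-fold higher in H2228 control than in HEK293 control, against 8.31% of all 14643 measured genes. Both differences share the HEK293 control array, and set against the HEK293 EML4-ALK array instead, the number was 25, where 8.10% of measured genes were as high. Mixing of H2228 RNA into the HEK293 EML4-ALK sample could produce this, and the median share needed is 17.8%. At that share, 83 genes at least 64-fold higher in H2228 fell short of their expected value by a median of -4.40 (quartiles -4.94 and -3.84). LCN2, at 13.08 in H2228 control, read 4.38 and 4.44 in HEK293 where 10.60 would be expected, so mixing was argued against. The added RNAs read higher in H2228 control, but a factor common to all genes of a line cancels in the expected values, though not in the 4-fold and 64-fold limits. An innate response to plasmid that raises interferon-stimulated genes was argued against too, as these lay at percentile 2.005. That list's call as lower was lost in some alternatives, at percentiles from 3.18 to 3.52. The paper describes the HEK293 control as empty vector, so a response to plasmid as such would be shared by both arrays. Cytokine and chemokine genes lay at percentile 99.99 in HEK293. An innate response through other genes that differed between the cultures therefore stays open. An effect of the fusion on the genes that rose 2-fold in HEK293 and were higher in H2228 stays open as a hypothesis.

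In H2228, 3 EML4 probe sets that fell with siRNA may read the unfused EML4 transcript, which would mean that the siRNA lowered both forms. If they read the part that the plasmid carries, they should have risen in HEK293. Another EML4 probe set differed by -1.01 in H2228 and by 7.22 in HEK293, and it was left out. The 3 had already been seen not to rise in HEK293, with a median difference of -0.0076, between -0.08 and 0.01. The robust SD of differences over all measured probe sets in HEK293 was 0.26. These values thus argue against the 3 probe sets reading the part that the plasmid carries. They do not show that the unfused transcript is what the 3 read, which stays open as a hypothesis. Transcript sequences were not used here, so the hypothesis was not tested further. The paper prints the siRNA's target sequence but does not state whether unfused EML4 carries it. If it does, differences in H2228 could also come from less unfused EML4, which these arrays cannot separate from less fusion.

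The number of genes changed at least 1.5-fold in H2228 was 2169 here. That is higher than the value quoted from the study above. At 2-fold, 489 genes or 1002 probe sets changed in H2228, which lie on either side of that value. For HEK293 no threshold stands beside the study's counts. In HEK293, 512 genes rose and 180 fell at 1.5-fold, higher than the values quoted from the study above. At 2-fold, 152 genes rose and 9 fell, lower than the values quoted from the study above, while 284 probe sets rose and 30 fell, higher than them. The direction of the gap thus depends on the unit and threshold. The study's methods also name a p-value threshold, which was not applied here, and other software than the processing notes of the deposited values.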
